A study of Mus musculus with 54 samples. Its data were reported in "CTCF-RNA interactions orchestrate cell-specific chromatin loop organization" (2025).

How the data were processed

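Chromatin immunoprecipitation and sequencing (ChIP-seq) with antibodies against CTCF and against the cohesin subunits Rad21 and Smc3 was measured in mouse embryonic stem cells (ESCs) of the E14 line and in neural progenitor cells (NPCs) made from them by 2 days of differentiation. In the rescue lines both endogenous CTCF alleles carried an auxin-inducible degron and an inducible transgene expressed either wild-type CTCF (WT) or CTCF without zinc finger 1 (ΔZF1), a finger that binds RNA. The rescue cells received 1 µM of the auxin analog 5-Ph-IAA, which removes the endogenous protein, and 1 µg/ml doxycycline, which induces the rescue protein, for 24 hours. The PodxlpA and Grb10pA lines carried a polyadenylation signal that truncates the Podxl or the Grb10 RNA and were compared with parental E14 cells, all as NPCs. The series held 54 samples, of which 44 ChIP samples had a peak list. The 10 input samples had none and were not analysed here.

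The authors aligned paired-end reads to the mouse genome build mm10 with Bowtie2, removed alignments with a mapping quality under 30, PCR duplicates (Picard) and blacklisted regions (bedtools), and called peaks with MACS2 in each sample separately at a q threshold of 0.01. Tool versions, and which input served which sample, were not given in the sources used here. Each deposited list gives a peak's position and summit, a display score that the authors' caller derives from q, the fold enrichment at the summit, which is a ratio of ChIP pileup to local background, and the −log10 of the p- and q-values, all as deposited by the authors. These values are the authors', and they were used only to describe, rank or filter peaks within a list, since ranks from lists of different lengths show no change. No read counts per region were analysed here, so the count-based test of the study was not repeated.

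The lists do not state the sequencing depth. For peaks with a −log10 p up to 60, the fold and p together give the number of fragments at the summit and the background rate, and between 99.7% and 100% of these peaks per library came out at a whole number of fragments within 0.002 in −log10 p. The lowest background rate of a library is its genome-wide fragment coverage and served as a relative depth. It lay between 1.14 and 2.39 fragments per bp in replicates 1 and 4 of the CTCF rescue libraries and between 0.392 and 0.905 in replicates 2 and 3. The median peak widths were 352 to 447 bp in the former and 190 to 301 bp in the latter. Replicates 1 and 4 were therefore treated as a different technical batch from replicates 2 and 3, and within-batch values stand beside the pooled ones. No 2 lists shared more than 0.018% of their peak intervals, so none was a copy of another, which does not rule out a resequenced library. The peak names inside the lists carry the replicate number 2 in all 4 lists of replicate 4 as well as in those of replicate 2. The labels were followed, and whether replicate 4 is a separate library, which bears on n = 4, the batches and the pairing, was not settled.

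Overlapping peaks (at least 1 bp) of the libraries in a comparison were merged into sites. A switched site was called in every library of one group and in none of the other. A reproducible site was called in at least 3 of 4 libraries, the study's definition for CTCF peaks, and the retained share is the percentage of the reference group's reproducible sites that were reproducible in the other group, with a 95% Wilson interval that covers counting error only. The mean log2 number of peaks, library similarity (Jaccard index of sites, pairs within groups minus pairs between groups, one-sided) and shares of peaks were tested by exact permutation of the libraries, two-sided unless stated. With 4 against 4 libraries the smallest two-sided p is 0.0286, and with 2 against 2 it is 0.333, so that the Rad21, Smc3 and polyA comparisons cannot reach 0.05 and are described by values. For the shares of CTCF peaks on cohesin sites the 4 CTCF libraries were permuted against fixed cohesin sites from 2 libraries per genotype, so these p-values do not cover the spread of the Rad21 or Smc3 libraries. Relative enrichment was tested with limma on normal scores of the rank of fold enrichment within a library, over the sites called in all libraries compared, with Benjamini-Hochberg adjustment and a threshold of 0.05. The effect is in SD units of the normal score and is not a fold change. On simulated data with 200 sites shifted by 2 SD, 67% of them were recovered among 5188 sites (ΔZF1 against WT in ESCs), 80.5% among 2359 (in NPCs) and 74% among 5981 (WT NPCs against ESCs), with 0 false calls. Of sites shifted by 0.5 or 1 SD, 0 were recovered in each of the 3 comparisons. These recovered shares and false calls describe the simulated data only. Other groupings of the same real libraries gave up to 71, 134 and 33 calls in these comparisons. The labels do not say that the replicates were separate cultures, although the study calls them biological replicates, so p-values measure only the spread between these samples, which may be technical.

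Replicate numbers paired the CTCF rescue libraries. Over the sites called in all 16 libraries, deviations from the group means correlated between same-numbered ΔZF1 and WT libraries with r between 0.451 and 0.595 in ESCs (other pairs −0.418 to 0.283) and between 0.298 and 0.574 in NPCs (other pairs −0.446 to 0.375). Same-numbered WT NPC and WT ESC libraries correlated with r between 0.306 and 0.452 (other pairs −0.357 to 0.263). Same-numbered libraries correlated best with each other for 4 of 4, 3 of 4 and 4 of 4 numbers. The pairing comes from these correlations over sites, which are not independent replicates, and the labels give the numbers only.

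Sites were annotated with the GENCODE gene models of GRCm38, the assembly of mm10. A gene held a site whose midpoint lay between 1 kb upstream of its transcription start site (TSS) and its end, with protein-coding genes first and the shortest gene where several applied, and otherwise the gene with the nearest TSS was named. Coordinates are 1-based. The text names, per CTCF comparison, the 10 switched sites in each direction with the highest mean percentile of fold enrichment within the libraries that called them and up to 5 sites in each direction with the smallest adjusted p in the limma test, and, per comparison of 2 against 2 libraries, the 3 leading switched sites in each direction, of which 1 site is not reported here. It also names genes of the fixed lists that held a switched site, and always Podxl, Grb10, Dlx3, Ctcf, Gt(ROSA)26Sor and Mnx1. The 13 lists were pluripotency (20 genes), neural progenitor (25), neuron (20), glia (12), mesoderm and endoderm (18), Hox clusters (39), clustered protocadherins (58), imprinted (43), cohesin and architectural proteins (20), X-inactivation centre (12), housekeeping (16), study loci (3) and engineered loci (5). The gene models held only 17 of the mesoderm and endoderm genes, 57 of the protocadherins and 9 of the X-inactivation centre genes. Each list was tested with a two-sided Fisher's exact test against all genes holding a CTCF site in the comparison, adjusted over lists and directions. The tests counted more genes with a switched site than the naming rule above. For sites called only in WT they counted 24 against 22 in ESCs and 140 against 128 in NPCs. A site had a CTCF motif if the sequence within 50 bp of its median summit matched the core consensus with at most 2 mismatches. Windows 1000 bp away served as background.

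Groups, tests, the naming rule and the alternative settings below were fixed before the data were examined. They were a stricter −log10 q of at least 5, equal peak numbers per library (the best by q, as many as in the smallest library), windows of 100 bp on each side of summits, other definitions of reproducible sites, ranks of −log10 q, quantile-normalized log2 fold enrichment, the replicate number as a block, a promoter window for gene lists, 1 motif mismatch, and each library left out in turn. The within-batch values, the omission of sites within 1 kb of a TSS and the block in the limma interaction were added after seeing the data. Analyses used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.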

Results

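CTCF occupancy was mapped in 4 libraries each of WT and ΔZF1 rescue cells, as ESCs and as NPCs. Rad21 and Smc3 were mapped in 2 libraries of each of these groups, and CTCF and Smc3 in 2 NPC libraries each of E14, PodxlpA and Grb10pA. CTCF is the DNA-binding protein that, with the cohesin ring complex, anchors chromatin loops. The CTCF rescue libraries held 5755 to 45941 peaks, the Rad21 libraries 1306 to 10415, the rescue Smc3 libraries 8169 to 34104, and the E14 and polyA libraries 15505 to 28805 for CTCF and 10005 to 15626 for Smc3. The CTCF motif lay within 50 bp of the summit in 55.8% to 86.4% of the peaks of a CTCF rescue library and in 85.8% to 90.3% in the E14 and polyA lines, against 8.68% to 10.0% in windows 1000 bp away in the rescue libraries. Peaks within 1 kb of a TSS made up 24.2% to 32.7% of the lists of replicate 4 and 40.5% in NPC ΔZF1 replicate 1, against 9.47% to 18.9% in the other rescue libraries.

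The engineered and displayed loci were examined in every CTCF library. At Ctcf itself an intronic site (chromosome 8, 105636027 to 105637738) was called in 22 of 22 libraries. In Grb10, an imprinted gene for a growth-factor receptor adaptor, the site at chromosome 11, 12025467 to 12026504 (UTR) was also called in 22 of 22 libraries, and the intronic site at 11973248 to 11973913 in 20 of 22, with both exceptions among the 4 NPC ΔZF1 libraries. In Podxl, the gene for the sialomucin podocalyxin, the intronic site at chromosome 6, 31525087 to 31525967 was called in 4 of 4 WT ESC, 3 of 4 ΔZF1 ESC, 4 of 4 WT NPC and 2 of 4 ΔZF1 NPC libraries, and in all 6 libraries of E14, PodxlpA and Grb10pA. An Smc3 peak lay at this Podxl site in 2 WT and 2 ΔZF1 NPC libraries, and in 1 WT and 1 ΔZF1 ESC libraries. A Rad21 peak lay there in 0 WT and 2 ΔZF1 NPC libraries, and in 1 WT and 0 ΔZF1 ESC libraries (n = 2 each). A further intronic Podxl site (31555869 to 31556424) was called in 4 WT and 1 ΔZF1 NPC libraries, and in 2 WT and 1 ΔZF1 ESC libraries. The intronic Podxl site at 31527878 to 31528366 was called in 2 WT and 0 ΔZF1 NPC and 3 WT and 1 ΔZF1 ESC libraries, and the UTR site at 31563435 to 31564487 in 1 WT and 2 ΔZF1 NPC and 3 WT and 2 ΔZF1 ESC libraries. Dlx3, a homeobox gene, held a UTR site in 1 ΔZF1 ESC and 2 ΔZF1 NPC libraries and an intronic site in 2 ΔZF1 NPC libraries, all of them ΔZF1. Upstream of it (chromosome 11, 95118330 to 95118869, −1520 bp from the TSS) lay a site called in all 4 WT and no ΔZF1 NPC libraries. Gt(ROSA)26Sor held sites in 7, 4 and 3 libraries, and Mnx1, a motor neuron homeobox gene, in 5 and 2.

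**Figure D1:**
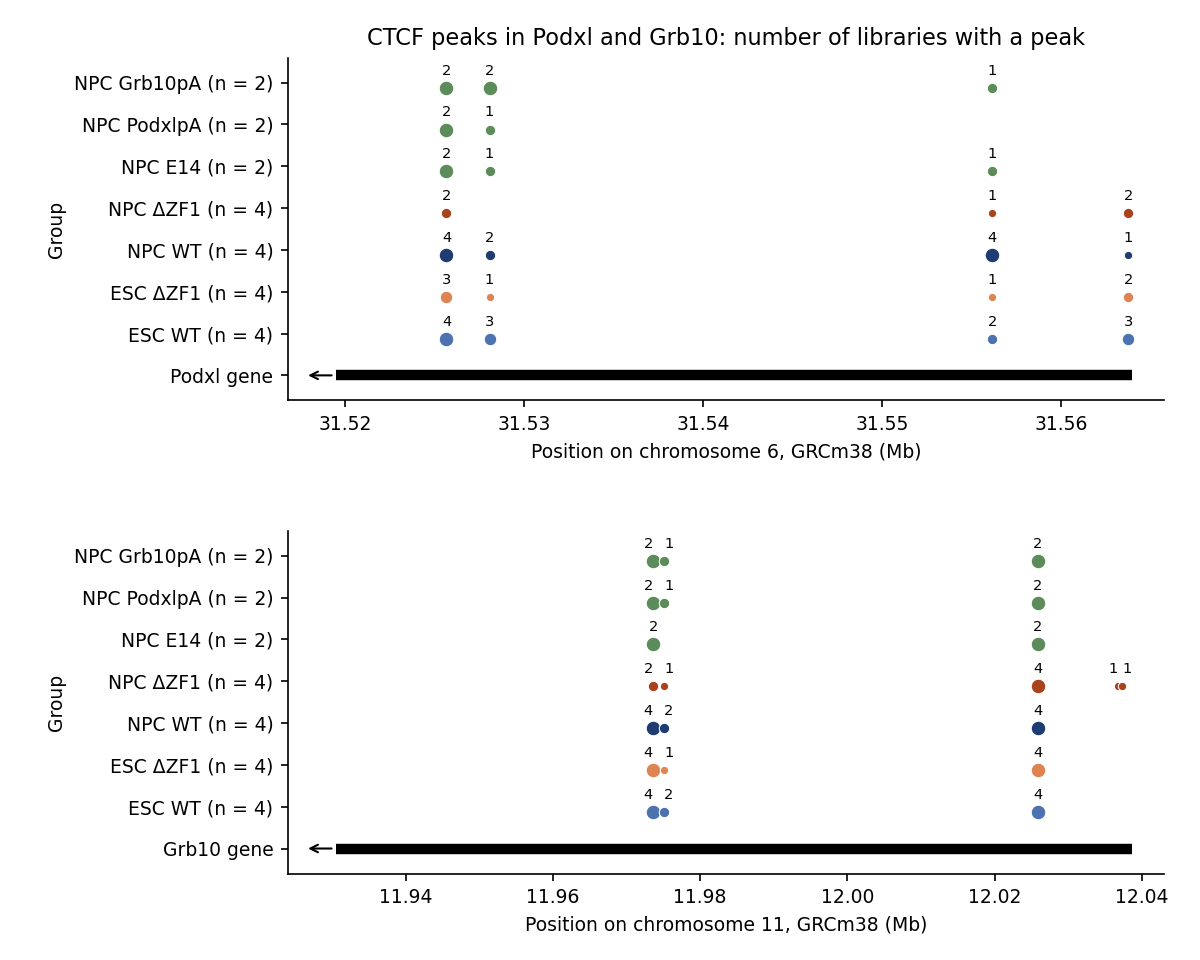
Map of the CTCF sites in Podxl (chromosome 6) and Grb10 (chromosome 11), with the position in Mb along the horizontal axis and 1 line per group. Each point is a site, the number above it and its size give how many of the group's libraries (n = 4 or n = 2) called it, and the black bar is the gene with an arrow in its direction of transcription. The UTR site of Grb10 was called in 22 of 22 libraries.

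The first comparison asks whether CTCF without zinc finger 1 binds the same sites in ESCs. In ESCs 27 sites were called in all 4 WT and in no ΔZF1 library, and 1 site the other way. The leading sites called only in WT lay in an intron of Aim2, a sensor of cytosolic DNA (chromosome 1, 173377458 to 173377962, at the 85.5th percentile of fold enrichment in WT), near AC166654.1 (chromosome 17, 31751275 to 31751678), in an exon of Psme1, a proteasome activator subunit (chromosome 14, 55580011 to 55580575), in an exon of Iqgap1, an actin scaffold protein (chromosome 7, 80740945 to 80741378). Another lay upstream of Mbp, the myelin basic protein gene (chromosome 18, 82461981 to 82462619, −12846 bp from the TSS). Introns of Sh3pxd2a, Lemd1 and Mei1 and regions near Irx2, an Iroquois homeobox gene, and AA623943 followed. The site called only in ΔZF1 lay in the UTR of Gm10767, at the 22.1st percentile. Of the 27 sites 14 were intronic, 5 exonic and 5 intergenic, 22 genes held one, and they made up 0.323% of the 8363 sites called in all WT libraries.

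The CTCF motif lay at 63.0% (17 of 27) of the sites called only in WT ESCs. It lay at 84.6% of the 5188 sites called in all 8 ESC libraries (two-sided Fisher's exact test, p = 0.0052). The 2 sets were not matched on fold enrichment, whose median percentile was 45.9 at the 27 sites, so the cause was not tested. Krt8, an epithelial keratin, was the only listed gene with such a site, 1 of 13 mesoderm and endoderm genes that held a CTCF site (Fisher's exact test, p = 0.0172, adjusted p = 0.447), and with the promoter window the adjusted p was 0.119. Among the 5188 shared sites, 2 ranked lower in ΔZF1 and 0 higher by limma, with 434 sites at an unadjusted p under 0.05, and with the replicate number as a block 2 ranked lower and 1 higher. Quantile-normalized values gave 12 lower and 2 higher. The 2 lower sites by rank were an intron of Midn, the gene for midnolin, and a region near Gm11689. The Midn site (chromosome 10, 80147723 to 80149125) lay 152 bp from the TSS (−1.97 ± 0.23 (SE) SD units, limma adjusted p = 0.0185, n = 4 against 4). The region near Gm11689 (chromosome 11, 114628091 to 114628679) lay −36223 bp from the TSS (−2.19 ± 0.25, limma adjusted p = 0.0185). Replicates 1 and 4 alone gave 97 sites only in WT and 1240 only in ΔZF1, replicates 2 and 3 alone 2466 and 233, and limma called 0 sites in either batch, with 1350 and 223 at an unadjusted p under 0.05. The count of 27 became 208 without ΔZF1 replicate 1, 44 without WT replicate 3, 346 without WT replicate 4 and 74 at equal peak numbers. The count of 1 became 58, 20 and 6 without ΔZF1 replicates 2, 3 and 4, 48 and 2 without WT replicates 1 and 3, and 17 at equal peak numbers. By limma 0 sites passed without ΔZF1 replicates 1 or 4 or without WT replicates 1, 3 or 4. It called 1 without WT replicate 2, and 8 and 5 without ΔZF1 replicates 2 and 3.

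WT ESCs had 17494 reproducible CTCF sites and ΔZF1 ESCs 13628, and 64.3% of the former (11241 sites, 63.5% to 65.0%) were also reproducible in ΔZF1. Sites within 1 kb of a TSS were retained at 81.3% and others at 61.7%. When the WT sites were divided into 4 equal bins by fold enrichment, 36.4%, 52.6%, 73.6% and 94.4% were retained from the weakest to the strongest bin. Only 369 of the 6253 sites not retained were called in no ΔZF1 library. ESC libraries held 24843 ± 13255 peaks (SD, n = 4) in WT and 23806 ± 14766 in ΔZF1, a log2 difference of −0.07 (exact permutation test, p = 0.971), with 0.32 in replicates 1 and 4 alone and −0.46 in replicates 2 and 3 alone. It was 0.04, 0.08 and 0.06 without ΔZF1 replicates 2, 3 and 4 and 0.25 without WT replicate 1. The retained share was 36.5% and 41.4% without ΔZF1 replicates 1 and 2, where all 3 libraries had to call a ΔZF1 site, and within those batches 80.9% and 49.2% of the sites were retained. Over all splits, libraries of one genotype were not measurably more alike than libraries of different genotypes (difference in Jaccard index −0.0251, one-sided exact permutation test, p = 0.686), with 0.0009 without ΔZF1 replicate 1 and 0.0116 at equal peak numbers. Same-numbered libraries resemble each other across genotypes, and among the 8 splits that part all pairs, too few for a share under 0.05, the real value was the highest (next −0.0286). The difference was −0.129 in replicates 1 and 4 alone and 0.005 in replicates 2 and 3 alone.

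**Figure D2:**
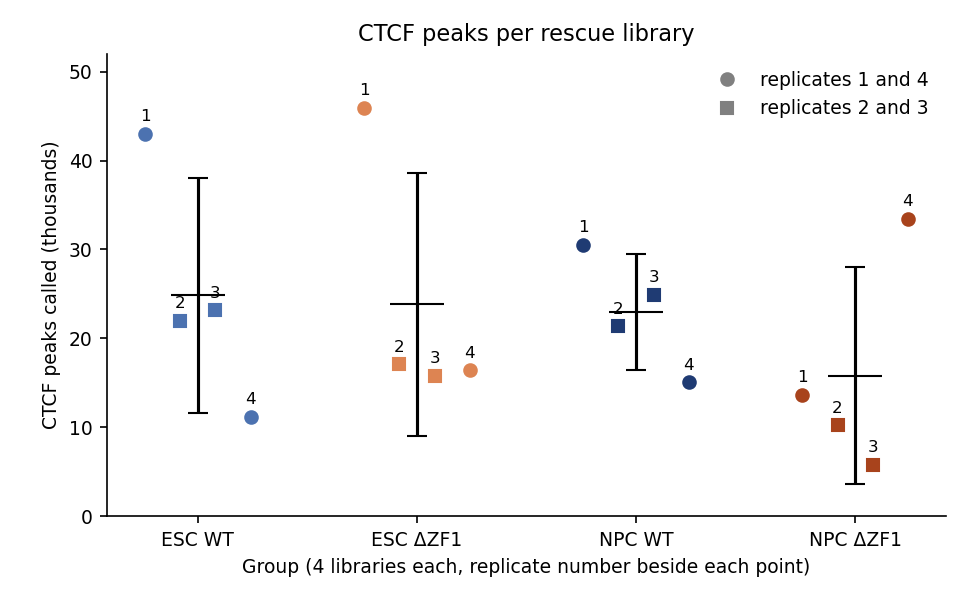
Number of CTCF peaks (vertical axis, in units of 1000 peaks) in each rescue library of the 4 groups, with the replicate number beside each point, circles for replicates 1 and 4 and squares for replicates 2 and 3. Horizontal lines and bars are the mean and SD (n = 4). NPC ΔZF1 replicates 1 to 3 lie below every NPC WT library, and NPC ΔZF1 replicate 4, with 33452 peaks, lies above them.

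The same question in NPCs concerns cells that had left pluripotency. In NPCs 226 sites were called in all 4 WT and in no ΔZF1 library, and 0 the other way. The leading sites lay upstream of Crocc, the gene for the ciliary rootlet protein rootletin (chromosome 4, 141065062 to 141065599, −4780 bp from the TSS, at the 92.7th percentile), and upstream of Mbp (chromosome 18, 82462045 to 82462598, at the 92.5th). Others lay in an intron of Ppp2r2b, a regulatory subunit of protein phosphatase 2A (chromosome 18, 42884708 to 42885157), near Nat10, an RNA acetyltransferase gene (chromosome 2, 103718870 to 103719347), and in an intron of G6pdx, an enzyme of the pentose phosphate pathway (chromosome X, 74413331 to 74413719). The exon of Iqgap1, an intron of Coq7, a gene of ubiquinone synthesis, and regions near AC166654.1, Gm28155 and Gm14280 followed. Introns held 98 of the 226 sites and intergenic regions 97, 128 genes held one, and 9 sites lay upstream of a TSS. They made up 2.55% of the 8872 sites called in all WT NPC libraries.

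Of the 226 sites 178 (78.8%) were also called in both E14 NPC libraries, and 64 (28.3%) in all 4 WT ESC libraries. Of the 2359 sites called in all 8 NPC libraries, 90.9% and 95.6% were. At least 1 WT ESC library called 225 of the 226 (99.6%), and at least 1 ΔZF1 ESC library called 187 (82.7%). All 4 ΔZF1 ESC libraries called 13 (5.75%), against 92.4% of the 2359. The motif share was 83.2% at the 226 sites and 82.4% at the 2359 (two-sided Fisher's exact test, p = 0.855). Chic1, a neighbour of the X-inactivation centre, was the only listed gene with such a site, 1 of 5 in its list (Fisher's exact test, p = 0.0373, adjusted p = 0.97). None of 18 pluripotency, 22 neural progenitor, 15 neuron, 8 glia, 13 mesoderm and endoderm, 32 Hox, 53 protocadherin, 33 imprinted, 18 cohesin and architectural, 14 housekeeping, 3 study and 5 engineered genes with a CTCF site held one (adjusted p = 1 for each list), while the site upstream of Dlx3 was among the 226 but outside the 1 kb window. Among the 2359 shared sites limma called 0, with 177 at an unadjusted p under 0.05 and 2 calls with quantile-normalized log2 fold enrichment. It also called 0 in replicates 1 and 4 alone and 0 in replicates 2 and 3 alone, with 1421 and 311 at an unadjusted p under 0.05. Replicates 1 and 4 alone gave 716 sites only in WT and 1356 only in ΔZF1, and replicates 2 and 3 alone 6376 and 31. The count of 226 became 1074 without ΔZF1 replicate 4, 344 without WT replicate 2, 1216 without WT replicate 4 and 73 at equal peak numbers. The count of 0 became 4, 8 and 1 without ΔZF1 replicates 1, 3 and 4, and 2 at equal peak numbers.

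Of 16273 reproducible WT NPC sites, 36.4% (5927 sites, 35.7% to 37.2%) were reproducible in ΔZF1 NPCs, which had 6270. The share was 59.6% at equal peak numbers, 55.4% for sites called in at least 2 of 4 libraries, and 20.9%, 17.4% and 15.5% without ΔZF1 replicates 1, 2 and 4, where a ΔZF1 site had to be called in all 3 libraries. In turn 94.5% of the ΔZF1 sites were reproducible in WT. The 4 bins from weakest to strongest retained 7.89%, 20.7%, 40.0% and 77.1%, and sites within 1 kb of a TSS 43.8% against 34.5% elsewhere. Of the 10346 sites not retained, 1409 were called in no ΔZF1 library and 8937 in 1 or 2. The mean log2 number of peaks was 0.80 lower in ΔZF1 (13.65 ± 1.06 (SD, n = 4) against 14.44 ± 0.43, a log2 difference of −0.80, exact permutation test, p = 0.229), lower in 3 of 4 pairs. It was −0.41 without ΔZF1 replicate 3 and −1.26 without ΔZF1 replicate 4 (exact permutation test, p = 0.0571). It did not differ from the ESC effect beyond the spread (difference −0.73, exact permutation within cell types, p = 0.369), and the limma interaction called 0 of 2122 sites, with 46 at an unadjusted p under 0.05. The peak number differed by −0.01 in replicates 1 and 4 alone and −1.59 in replicates 2 and 3 alone, where 66.0% and 23.4% of the sites were retained. The Jaccard index was higher within than between genotypes by 0.0241 (one-sided exact permutation test, p = 0.2), by 0.087 without ΔZF1 replicate 4 (p = 0.0286), and by −0.0181, −0.016 and −0.0211 without WT replicates 1, 2 and 3. Among the 8 splits that part all pairs another gave 0.0774, and the difference was −0.0416 in replicates 1 and 4 alone and 0.125 in replicates 2 and 3 alone.

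**Figure D3:**
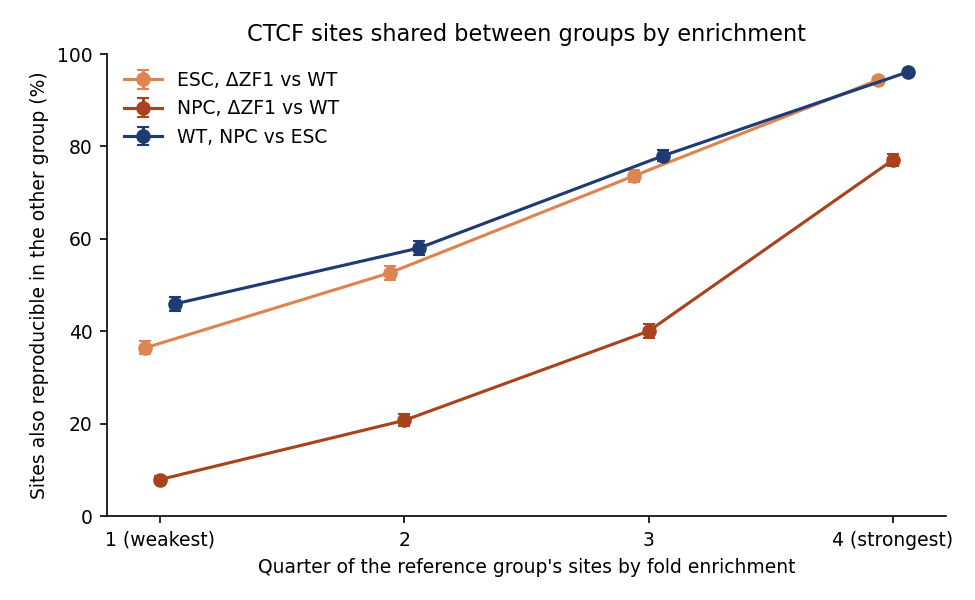
Percentage of the reference group's reproducible CTCF sites that were also reproducible in the other group (vertical axis), by bin of fold enrichment from weakest to strongest (horizontal axis), for 3 comparisons, with 95% Wilson intervals. The strongest bin kept 94.4% in ESCs and 77.1% in NPCs for ΔZF1 against WT, and 96.1% for WT NPCs against WT ESCs.

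The sites called only in WT were compared between the cell types, a comparison chosen after their values were seen. Of 5972 sites that were called in all WT libraries of both cell types, 15 were absent from every ΔZF1 ESC library and 64 from every ΔZF1 NPC library, and 9 were absent from both (0.16 expected from independent lists, two-sided Fisher's exact test, p = 4.95e-15). The 9 sites were the exons of Iqgap1, Psme1 and Numa1, a mitotic spindle protein (chromosome 7, 101998376 to 101998994), the introns of Lemd1 (chromosome 1, 132233549 to 132233981) and Mei1, a meiosis gene (chromosome 15, 82081142 to 82081623), a region upstream of Fam71f2 (chromosome 6, 29278440 to 29279287, −730 bp from the TSS), and regions near AA623943 (chromosome 11, 94818960 to 94819834), AC166654.1 and Mbp. All 9 were called in both Grb10pA libraries, and 8, all but the region near Mbp, in at least 1 E14 library. Only 3 of the 9 held a motif with at most 2 mismatches, against 83.8% of the other 5963 sites (two-sided Fisher's exact test, p = 0.000997). The other sites were not matched on fold enrichment for this test. Smc3 was called at 8 of the 9 in at least 1 ΔZF1 NPC library and at 7 in at least 1 WT NPC library, and the exon of Psme1 had no Smc3 peak in either.

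**Figure D4:**
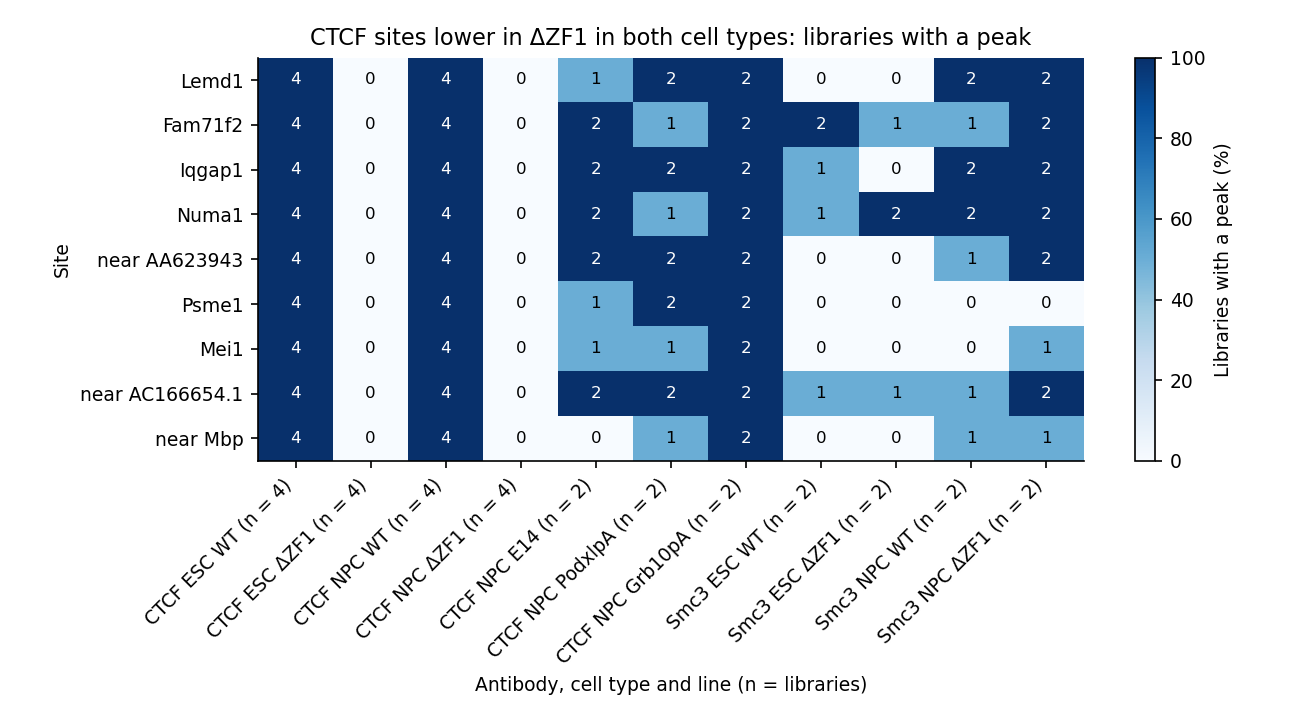
Number of libraries with a peak at each of the 9 CTCF sites that were called in all WT and in no ΔZF1 rescue library of both cell types. Each line is a site and each column a group, with the antibody, cell type, line and number of libraries (n) below, and the shade gives the percentage of the group's libraries with a peak.

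The comparison of WT NPCs with WT ESCs shows how CTCF occupancy differed between the cell types with intact CTCF. In WT cells 40 sites were called in all NPC and no ESC libraries and 32 the other way. The leading NPC sites lay in introns of Pemt, a phosphatidylcholine synthesis gene (chromosome 11, 60028308 to 60028865, at the 72.2nd percentile), Megf6, Amotl2, Nctc1 and Phactr1, in exons of Stkld1 and Gcat, in the UTR of Syt7, a synaptotagmin gene, and near 4932435O22Rik. Cdh2, which encodes N-cadherin and was 1 of 20 neural progenitor genes with a CTCF site, held a site upstream of its TSS (chromosome 18, 16809266 to 16809967, −370 bp, Fisher's exact test, p = 0.0484, adjusted p = 1). The leading ESC sites lay in introns of Pde1b, a phosphodiesterase gene (chromosome 15, 103522325 to 103522923, at the 84.1st percentile), Glt1d1 and Ttll11, in exons of Sirt2, a deacetylase gene, and C130036L24Rik, upstream of Gm11839, and near Gm10320, Platr7, Elovl6 and Gm6272.

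Of the 40 NPC sites 14 lay within 1 kb of a TSS, against 0 of the 32 ESC sites, and the NPC count was 26 when such sites were left out. The motif share was 52.5% at the 40 NPC sites against 83.4% at the 5981 sites called in all 8 libraries (two-sided Fisher's exact test, p = 6.42e-06) and 75.0% at the 32 ESC sites (p = 0.231). By limma 12 of the 5981 sites ranked higher in NPCs and 3 lower, with 965 at an unadjusted p under 0.05. The former included sites in Wnk1, a kinase gene (chromosome 6, 120036824 to 120038143, 2.55 ± 0.30 (SE) SD units, adjusted p = 0.0152, n = 4 against 4), Nfatc1, a transcription factor gene (2.20 ± 0.25), Nudt5 and Nme2, and a region near Gm19811, and the latter regions near Rps16-ps2 (−2.24 ± 0.28, adjusted p = 0.0174), Gm11735 and Gm18734. The sites in Nfatc1, Nudt5, Nme2 and Wnk1 lay 206, 287, 695 and 1189 bp from the TSS. The regions near Gm19811, Rps16-ps2, Gm11735 and Gm18734 lay 33818, −99821, 11250 and 4296 bp from it. With the replicate number as a block, 105 sites were higher and 27 lower, and quantile-normalized values gave 115 and 33. WT NPCs retained 69.5% (68.8% to 70.2%) of the 17506 reproducible ESC sites, with 73.1% in replicates 1 and 4 alone and 68.9% in replicates 2 and 3 alone, and 45.4% without NPC replicate 1. The Jaccard difference was −0.0018 (one-sided exact permutation test, p = 0.457). It was 0.0099 without NPC replicate 3, 0.0076 and 0.0175 without ESC replicates 1 and 4, and 0.0294 at equal peak numbers. The real value was the highest of the 8 splits that part all pairs (next −0.0193), and the difference was −0.0776 in replicates 1 and 4 alone and 0.012 in replicates 2 and 3 alone.

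Replicates 1 and 4 alone gave 868 sites only in NPCs and 553 only in ESCs, replicates 2 and 3 alone 1355 and 1312, and limma called 0 sites in either batch, with 1780 and 695 at an unadjusted p under 0.05. The 15 limma sites became 0 without ESC replicates 1 or 3, 5 without NPC replicate 1 or ESC replicate 2, 4 without NPC replicate 4, 53 without ESC replicate 4 and 79 without NPC replicate 3. The 40 NPC sites became 84, 252 and 86 without NPC replicates 2, 3 and 4 and 352 without ESC replicate 1. The 32 ESC sites became 85, 74 and 94 without NPC replicates 1, 2 and 3 and 52 and 663 without ESC replicates 3 and 4. At equal peak numbers they were 72 and 101.

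**Figure D5:**
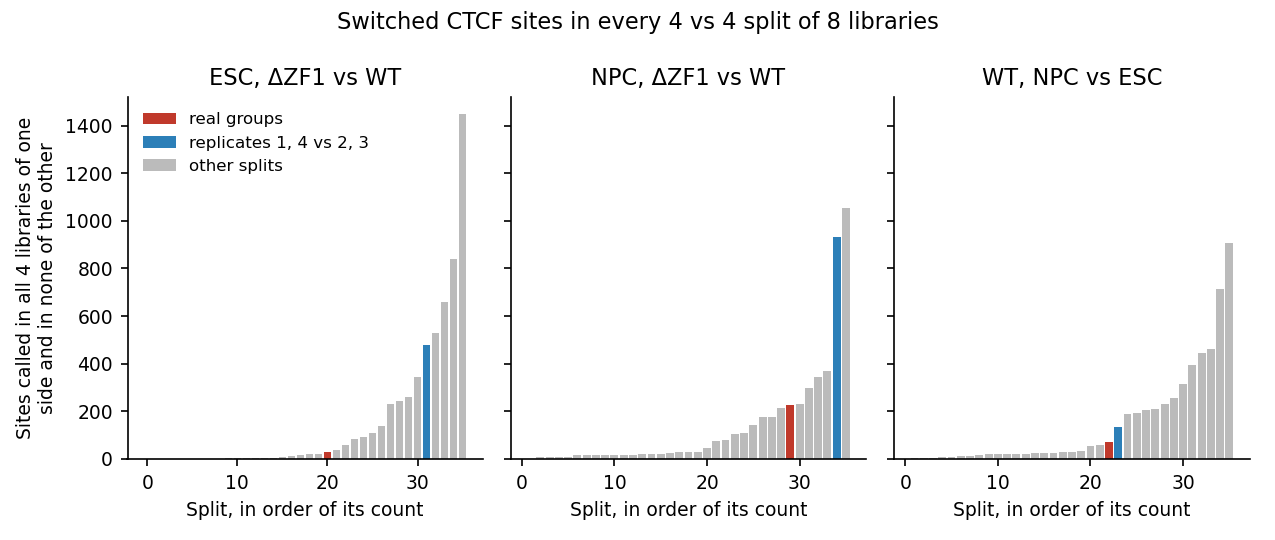
Number of CTCF sites called in all 4 libraries of one side and in none of the other (vertical axis) for each of the 35 splits of 8 libraries into 4 and 4, in order of the count (horizontal axis), for 3 comparisons. Red bars are the real groups (28, 226 and 72 sites), blue bars replicates 1 and 4 against 2 and 3 (480, 931 and 136), and grey bars all others.

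Cohesin was mapped to ask whether it stayed with CTCF in the mutant. At the 226 CTCF sites called only in WT NPCs, an Smc3 peak lay in 77.0% (mean of 2 libraries) in ΔZF1 and 65.3% in WT, and with 13710 peaks from each library the shares were 56.0% and 53.1%. A Rad21 peak lay at 22.8% and 26.1% of them, and at 21.7% and 21.5% with 4774 peaks from each library. At the 27 CTCF sites called only in WT ESCs, the Smc3 shares were 37.0% in ΔZF1 and 35.2% in WT, with a difference of −1.85 points at equal peak numbers. The Rad21 shares there were 3.70% and 11.1%, and 13.2% and 36.8% at the 5188 sites called in all 8 ESC libraries. With 1306 Rad21 peaks from each library they were 1.85% and 0.00% at the 27 sites and 10.5% and 11.8% at the 5188. CTCF peaks lay on Rad21 sites less often in ΔZF1 ESCs, at 3.04% ± 1.02 (SD, n = 4) against 12.6% ± 4.49 in WT (exact permutation test, p = 0.0286), where ΔZF1 had 894 Rad21 sites called in both libraries and WT 3259. The p leaves out the spread of Rad21, which had 2 libraries per genotype. With equal peak numbers the shares were 4.18% and 6.69% (exact permutation test, p = 0.0286). The difference of −9.55 points was −9.08, −9.88, −9.60 and −9.66 without ΔZF1 CTCF replicates 1 to 4 (exact permutation test, p = 0.0571 each), −5.32 without ΔZF1 Rad21 replicate 1 (p = 0.114) and −29.4 without WT Rad21 replicate 1 (p = 0.0286). It was −10.1 in CTCF replicates 1 and 4 alone and −9.01 in replicates 2 and 3 alone. In NPCs 63.1% ± 19.4 (SD, n = 4) of CTCF peaks lay on Smc3 sites in ΔZF1 and 37.6% ± 3.77 in WT (exact permutation of the CTCF libraries, p = 0.0286), against 24740 and 12633 Smc3 sites from 2 libraries each. The shares were 51.7% and 52.3% at equal peak numbers (exact permutation test, p = 0.943). With all peaks the ΔZF1 share was 1.68 points higher without Smc3 WT replicate 2 (exact permutation test, p = 1). The p was 0.114, 0.0857, 0.0857 and 0.114 without WT CTCF replicates 1 to 4 and 0.0571 without Smc3 WT replicate 1 or with summits inside the Smc3 site (exact permutation tests). The difference of 25.5 points was 11.7 in CTCF replicates 1 and 4 alone and 39.3 in replicates 2 and 3 alone. The shares on Smc3 in ESCs (33.5% and 28.6%, exact permutation test, p = 0.486) and on Rad21 in NPCs (13.3% and 12.9%, p = 0.914) did not differ beyond the spread. The former difference turned to −20.5 points without Smc3 WT replicate 2 and −0.65 in replicates 1 and 4 alone, and was 10.4 in replicates 2 and 3 alone and 19.6 without Smc3 ΔZF1 replicate 2. The latter turned to −9.27 and −1.31 points without Rad21 WT replicates 1 and 2 (exact permutation test, p = 0.0286 and 0.686), −0.28 without CTCF WT replicate 1 and −1.21 and −1.74 without CTCF ΔZF1 replicates 2 and 3. It was 7.77 and 4.27 without Rad21 ΔZF1 replicates 1 and 2, −4.28 in CTCF replicates 1 and 4 alone and 5.04 in replicates 2 and 3 alone.

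In turn, CTCF lay under 52.3% of the Smc3 peaks in ΔZF1 ESCs and 72.9% in WT, and under 18.2% and 51.3% in NPCs. For Rad21 peaks the shares were 63.5% and 76.2% in ESCs and 31.5% and 62.6% in NPCs (n = 2 libraries each). At equal peak numbers the Smc3 differences shrank to −8.83 points in ESCs and −4.84 in NPCs (14.7% and 19.6%), and the Rad21 difference in NPCs to −6.61 (16.6% and 23.2%), while in ESCs it was −23.3. In ESCs the differences turned to 9.69, 8.65 and 6.87 points for Smc3 and 15.4, 14.6 and 12.8 for Rad21 without CTCF WT replicates 1, 2 and 3. Without CTCF ΔZF1 replicates 1 to 4 they grew to −42.8, −40.6, −31.6 and −33.2 for Smc3 and −34.5, −33.8, −21.3 and −26.2 for Rad21, and the Rad21 difference was −6.21 and −19.3 without Rad21 WT replicates 1 and 2. In NPCs the differences shrank to −13.7, −15.1 and −15.5 for Smc3 and −7.97, −9.24 and −8.24 for Rad21 without CTCF WT replicates 1, 2 and 3, and the Rad21 difference was −47.1 without CTCF ΔZF1 replicate 4. In CTCF replicates 1 and 4 alone and 2 and 3 alone, the Smc3 differences were −0.19 and −30.4 points in ESCs and −9.25 and −39.7 in NPCs, and the Rad21 differences 5.17 and −23.8 in ESCs and −12.1 and −40.2 in NPCs.

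In ESCs 1531 Rad21 sites were called only in WT, led by regions near Gm23381, Pdyn, the prodynorphin gene, and Nptx2, and 4 only in ΔZF1, led by sites near B130011K05Rik and at Mmgt2 and 4930404N11Rik. In NPCs 572 Rad21 sites were called only in WT (Myrip, Hemk1 and Adamts7 led) and 266 only in ΔZF1 (among them Myl1 and near Agpat5). Smc3 sites were called only in WT at 138 positions in ESCs (near Gm17966, in Gm38642 and near Nbdy) and 104 in NPCs (near 3632454L22Rik, in Sergef and near Gm48176), and only in ΔZF1 at 618 (Arhgap44, near Gm14168 and Anks1) and 3677 (near Rny1, in Magohb and near Gm44323). At equal peak numbers these became 196 and 111 for Rad21 in ESCs, 402 and 372 for Rad21 in NPCs, 343 and 468 for Smc3 in ESCs, and 591 and 835 for Smc3 in NPCs, WT given first. With 1 library left out the definition is looser and most counts rose. The direction turned for Rad21 in NPCs without ΔZF1 replicate 1 (915 only in WT and 1341 only in ΔZF1) and for Smc3 in ESCs without WT replicate 2 (2980 and 680). The other splits of the 4 libraries gave up to 554, 762, 3977 and 2272 sites in these 4 comparisons.

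Between WT NPCs and WT ESCs, 422 Rad21 sites were called only in NPCs, led by 4930556J02Rik, Chrna2, a nicotinic receptor subunit gene, and a region near Mlnr-ps, and 426 only in ESCs, led by Ceacam19, a region near 6030471H07Rik and Gm29502. For Smc3 1868 sites were called only in NPCs, near Pex3, a peroxisome gene, near Car4 and in Hykk, and 75 only in ESCs, in Cdh3, the P-cadherin gene, and near Dyx1c1 and Gm6970. At equal peak numbers the counts were 440 and 363 for Rad21 and 809 and 622 for Smc3, NPCs given first. The Rad21 direction turned without NPC replicate 1 (2019 and 539) and without ESC replicate 2 (1895 and 611). Other splits of the libraries gave up to 1868 Rad21 and 4791 Smc3 sites.

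The polyA lines ask whether truncating the Podxl or Grb10 RNA moved CTCF or Smc3, near the gene or elsewhere. Within 500 kb of Podxl, 0 CTCF sites were called in both libraries of one line and in neither of the other, among 29 sites, and within 500 kb of Grb10 also 0, among 20. Of the CTCF sites called in both E14 libraries, 9 of 17 near Podxl were called in both PodxlpA libraries (52.9%, against 57.4% genome-wide, two-sided Fisher's exact test, p = 0.808), and 9 of 10 near Grb10 in both Grb10pA libraries (90.0% against 73.5%, p = 0.472). For Smc3, 4 of 11 near Podxl (36.4% against 52.4%, Fisher's exact test, p = 0.37) and 6 of 11 near Grb10 (54.5% against 55.7%, p = 1) were kept. Smc3 sites called only in E14 lay in an intron of Lncpint (chromosome 6, 31176416 to 31176794) and just past the 3′ end of Podxl. The latter site (31519173 to 31519481) lay 44.7 kb from the Podxl TSS, and the gene ends at 31519488. A site called only in PodxlpA lay in Gm13849. Around Grb10, the Smc3 sites called in E14 but not in Grb10pA lay near Fignl1 (chromosome 11, 11811988 to 11812290) and in an intron of Ddc, the aromatic amino acid decarboxylase gene (11844305 to 11844596).

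Genome-wide, 1793 CTCF sites were called only in E14 and 298 only in PodxlpA, led by sites near Rpl38-ps1, in Nme5 and near Gm12853 for E14 and near Gm22271 and Gm13172 and in H60b for PodxlpA. For Grb10pA the counts were 2149, led by a region near Gm45485, an intron of Dync1i1, a dynein gene, and a region near Gm24375, and 1347, led by a region near Rny3, Ttc7b and H60b. Smc3 gave 1381 sites only in E14 (Nrp2, a semaphorin receptor gene, near Rpl10-ps6 and Zcchc24) and 241 only in PodxlpA (Tenm4, 1700036A12Rik and Kcnb2), and 1281 only in E14 (S100a3, Gm20388 and Gm29040) and 348 only in Grb10pA (near Agpat4, Dnah8 and Gprc5c). At equal peak numbers the counts were 792 and 703, 1749 and 1570, 558 and 403, and 636 and 498, E14 given first in each pair. The direction turned without PodxlpA replicate 2 (2206 and 3273) and Grb10pA replicate 2 (3453 and 4389) for CTCF and without PodxlpA replicate 1 (2699 and 3145) for Smc3. Other splits gave up to 2805 and 1614 CTCF sites and 2505 and 2405 Smc3 sites, so that in 3 of the 4 comparisons another split exceeded the real one.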

Values the study reported

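The study reported that 66 of 28,455 CTCF peaks (0.23%) decreased significantly in ΔZF1 ESCs and 55 of 22,873 (0.24%) in ΔZF1 NPCs. These came from a count-based differential test with cutoffs on the adjusted p and the fold change. The study also reported little or no change of Rad21 and Smc3 peaks in ΔZF1. At a Podxl locus it described CTCF, Rad21 and Smc3 binding at the loop anchors as unchanged in ΔZF1 NPCs. In the polyA lines it found no significant change of CTCF or Smc3 at the Podxl and Grb10 loci.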

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

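The comparison with other splits of the libraries was planned before the data were examined for the switched sites and for the limma calls of single comparisons, and all other tests in this part, among them the interaction splits, were chosen after the results were seen. What each test would show was also written down only then.

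Among 32 sets of 4 CTCF libraries examined (8 measures in 4 groups), 3 had a library far from the other 3, where chance alone gives 1.6. ESC ΔZF1 replicate 1 held a log2 number of peaks of 15.49 against 13.95 to 14.06 in the others. ESC WT replicate 4 had a median fold enrichment of 6.62 against 10.2 to 10.7. ESC ΔZF1 replicate 4 had 28.8% of its peaks within 1 kb of a TSS against 12.4% to 14.7%. No measure tested gave a ΔZF1 effect that differed between NPCs and ESCs by permutation within cell types. The smallest p of that permutation was 0.0543, for the share of CTCF peaks on Rad21 sites. It did not use the pairing by replicate number, so a paired difference in these shares was not decided. In replicates 1 and 4 alone the Rad21 effect was −4.28 points in NPCs and −10.1 in ESCs, and in replicates 2 and 3 alone 5.04 and −9.01. The Smc3 effects were 11.7 and −0.65, and 39.3 and 10.4. At equal peak numbers they were −3.99 and −2.51 on Rad21 and −0.58 and −3.54 on Smc3.

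In ΔZF1 NPCs, 226 CTCF sites called in every WT library, such as those near Crocc and in G6pdx, were called in none, and a candidate explanation is that fewer peaks were called in the ΔZF1 libraries. With 5755 peaks from each library 75 sites were switched, and 3 of the 35 splits gave as many (highest other split 426), so this stays open. A loss of cohesin together with CTCF was argued against, since the Smc3 share at these sites was 2.88 points higher in ΔZF1 at equal peak numbers, and 2.52 points higher at sites called in all 8 libraries. Whether ΔZF1 itself lowered binding at these sites was not decided.

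The 9 sites absent from ΔZF1 in both cell types, among them the exons of Iqgap1, Numa1 and Psme1, were weighed against 3 technical explanations. Sites of low enrichment that drop out anywhere would give 0.28 shared sites when matched on enrichment in WT (permutation p = 1e-05, the smallest that 100000 resamples can give), which argues against them. Paired handling of the libraries stays open, since 1 of 128 pairs of splits that part all pairs shared 9, the real one (highest other 0), but only 6 of them held enough switched sites to do so. Loss of the whole site in ΔZF1 cells was argued against at 8 sites, where Smc3 was called in a ΔZF1 NPC library. At Mei1 and Mbp this rested on 1 of 2 libraries. A smaller change in the sequence under the CTCF peak could leave an Smc3 peak in place and was not tested. At Psme1 a loss cannot be told apart, since 0 WT NPC Smc3 libraries had a peak there either. A dependence of these sites on zinc finger 1 and another difference between the ΔZF1 and WT lines, which were derived separately, both stay open.

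Of the 40 sites called in all WT NPC and no WT ESC libraries, such as those at Cdh2, Pemt and Syt7, binding specific to NPCs would place most in parental NPCs as well. Only 5.0% (2 of 40) were called in any E14 NPC library, against 85.0% of sites matched on enrichment, which argues against it as the whole cause. Signal of the rescue libraries of either cell type cannot be told apart from a difference between NPCs and ESCs within the rescue lines. At least 1 of the 4 ΔZF1 libraries, which did not define the sites, called 75.0% in ESCs (98.6% of matched sites) and 97.5% in NPCs (95.3%), and any 2 of the 4 called between 10.0% and 75.0% in ESCs and between 2.5% and 97.5% in NPCs. An effect of the rescue protein's level was not tested.

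Chance could not be excluded for the switched CTCF sites in ESCs, since 16 of the 35 splits gave at least the 28 real sites (highest other 1447), nor in NPCs, where 7 gave at least 226 (highest other 1054), nor between WT NPCs and ESCs, where 14 gave at least 72 (highest other 906). Splits with several times the real count point to a structure of the samples. The split of replicates 1 and 4 from 2 and 3 gave 480, 931 and 136 sites, and within these batches the ΔZF1 ESC counts were 97 and 1240 (lower and higher) in replicates 1 and 4 and 2466 and 233 in replicates 2 and 3, the ΔZF1 NPC counts 716 and 1356, and 6376 and 31, and the WT NPC against ESC counts 553 and 868, and 1312 and 1355. Since the numbers pair the samples, the real split was also set against the 8 splits that part all 4 pairs, too few for a share under 0.05. In ESCs the real 28 stood against a highest other of 4, in NPCs 226 against 1054, and between WT NPCs and ESCs 72 against 28.

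For limma, chance could not be excluded for the 2 sites in ESCs, Midn and the region near Gm11689, with 3 of 35 splits as large. The highest other was 71, and the split of replicates 1 and 4 from 2 and 3 gave 33. With the block 3 sites passed. Nor could chance be excluded for the 15 sites between WT NPCs and ESCs, with 2 of 35 splits as large. There the highest other was 33, and 132 sites passed with the block. The 0 sites that passed within either batch decide neither case, since recovery was not simulated for 2 against 2 libraries. Among the 8 splits that part all pairs the highest other was 0 in each of the 3 comparisons. For the 0 sites in NPCs and the 0 sites of the interaction the splits say nothing about chance, since all 35 splits and all 100 drawn labelings reach 0 by construction. The highest other counts were 134, in the split of replicates 1 and 4 from 2 and 3, and 37.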

How the results depend on the processing

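Over 44 results and 467 alternative settings, 263 values kept their side of the threshold and direction (counts within 1.5 times), 12 were weaker, 1 stronger, 146 moved and 45 reversed, and unless the construction of a setting shows it, the cause was not tested. No gene list passed an adjusted p of 0.05 under the promoter window, where the lists of Krt8 and Cdh2 had an adjusted p of 0.119 and 0.526 and that of Chic1 held 0 of 2 genes. The replicate block gave 132 calls (27 lower and 105 higher) in the limma test of WT NPCs against ESCs and 3 instead of 2 in ESCs, where 1 higher site was gained, and it changed no other call. What depth limits was not tested, and the lists did not simply follow it, since WT ESC replicate 4 had 11189 peaks at a background floor of 1.96 fragments per bp and replicate 3 had 23184 at 0.442.

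At equal peak numbers, the CTCF switched sites (lower and higher) were 74 and 17 in ESCs, 73 and 2 in NPCs and 101 and 72 for WT NPCs against ESCs. The retained shares were 74.0% and 59.6% for ΔZF1 ESCs and NPCs. Similarity was 0.0116 in ESCs and 0.0294 for WT NPCs against ESCs. Rad21 gave 307 sites in ESCs and 803 for NPCs against ESCs, Smc3 1426 in NPCs and 961 in PodxlpA, and the shares of CTCF peaks differed by −3.54 (ESC, Smc3), −0.58 (NPC, Smc3) and −3.99 points (NPC, Rad21).

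In replicates 1 and 4 alone, the ESC peak number differed by 0.32. Switched sites were 97 and 1240 (ESC), 716 and 1356 (NPC) and 553 and 868 (WT NPC against ESC), retained shares 80.9%, 66.0% and 73.1%, and limma called 0 sites in ESCs and 0 for WT NPCs against ESCs. Similarity was −0.0416 in NPCs, and the share of Rad21 peaks on CTCF in ESCs differed by 5.17 points, of CTCF peaks on Smc3 in ESCs by −0.65 and on Rad21 in NPCs by −4.28. In replicates 2 and 3 alone, switched sites were 2466 and 233, 6376 and 31, and 1312 and 1355, retained shares 49.2% (ESC) and 23.4% (NPC), and limma calls again 0 and 0, with a similarity of 0.005 in ESCs and 0.012 for WT NPCs against ESCs.

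Summit windows gave 4 higher sites in ESCs and 1 in NPCs, and retained shares of 63.1%, 35.2% and 68.2%. Sites called in at least 2 of 4 libraries gave 72.8%, 55.4% and 72.1%, and sites called in all 4 gave 62.0%, 26.6% and 71.5%. Without sites within 1 kb of a TSS there were 0 higher sites in ESCs and 26 in WT NPCs, and retained shares of 61.7%, 34.5% and 66.2%. With summits inside the Smc3 site the NPC share of CTCF peaks differed by 24.6 points. With at most 1 motif mismatch the motif share differed by −63.2 points at the ESC higher site and −5.21 at the NPC lower sites. Ranks of −log10 q gave 1 limma call in ESCs and 4 for WT NPCs against ESCs, and quantile-normalized values gave 14 (12 lower and 2 higher), 2 (NPC) and 148.

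With each library left out in turn, the ESC peak number ranged from −0.44 to 0.25 and the NPC peak number from −1.26 to −0.41. Switched sites ranged from 28 to 346 lower and 1 to 58 higher in ESCs, 246 to 1216 and 0 to 8 in NPCs, and 32 to 663 and 42 to 352 for WT NPCs against ESCs. Retained shares ranged from 36.5% to 87.6%, 15.5% to 54.5% and 45.4% to 90.8%, where the smaller group needed all 3 libraries by construction. Similarity ranged from −0.0473 to 0.0009, −0.0211 to 0.087 and −0.0177 to 0.0175, and limma calls from 0 to 8 in ESCs and 0 to 79 for WT NPCs against ESCs. Switched Rad21 sites ranged from 1881 to 7930 (ESC), 1949 to 3138 (NPC) and 1748 to 4375 (NPC against ESC), and Smc3 from 3019 to 4235, 7219 to 12613 and 3212 to 11180. CTCF ranged from 5479 to 9447 in PodxlpA and 7080 to 8586 in Grb10pA, and Smc3 from 4384 to 5844 and 4105 to 5376. Smc3 peaks on CTCF in ESCs ranged from −42.8 to 9.69 points and Rad21 peaks from −34.5 to 15.4. CTCF peaks on Smc3 ranged from −20.5 to 19.6 (ESC) and 1.68 to 34.2 (NPC), and on Rad21 from −29.4 to −5.32 (ESC) and −9.27 to 7.77 (NPC).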

Other observations

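The WT rescue NPCs and the parental E14 NPCs shared most reproducible CTCF sites of the rescue line. Of 16318 sites reproducible in WT rescue NPCs, 11406 (69.9%) were called in both E14 libraries, and of the 21381 E14 sites 11511 (53.8%) were reproducible in the rescue line. Of the 32 sites called in all WT ESC and no WT NPC libraries, such as those in Pde1b and Sirt2, 26 (81.3%) were nonetheless called in at least 1 E14 NPC library and 14 (43.8%) in both. For sites matched on enrichment the shares were 88.7% and 69.0%. In ΔZF1 cells 31 of the 32 (96.9%) were called in at least 1 ESC library and 19 (59.4%) in at least 1 NPC library. The matched shares were 99.4% and 97.7%.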
